A study of Triticum aestivum with 24 samples. Its data were reported in "MicroRNA-guided regulation of heat stress response in wheat" (2019).

How the data were processed

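Leaves of bread wheat (Triticum aestivum cv Chinese Spring) were sampled at the end of a heat treatment and later, and the degradome was sequenced by parallel analysis of RNA ends (PARE), which reads the 5′ ends of uncapped, polyadenylated RNA fragments and so marks where transcripts were cut. Per the labels, plants at the boot stage were kept for 5 days at 37 °C or under control conditions, and leaves were taken on day 0, day 1 and day 4 after the treatment ended (DAT, days after treatment). The 24 libraries fell into 6 groups of 4 biological replicates, control and heat at each of the 3 time points, and each library was made from RNA pooled over 18 plants.

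Per the study's methods, single-end reads were demultiplexed, adapters were removed, reads of the expected tag length were kept and collapsed, and tags were mapped to the wheat coding sequences of IWGSC RefSeq v1.0 with sPARTA, whose miRferno module predicted the targets of the study's miRNAs. The only file used here was the authors' table of miRNA targets for the whole series, with 239 rows, each a miRNA paired with a cleavage position in a transcript. The authors gave the PARE abundance at the cleavage position as a whole-number tag count with no stated normalization. The deposited window abundance is a tag signal summed around that position over a window named as 10 nt, and the deposited window fraction is the peak abundance over the window abundance (largest gap 0.000481, that is, rounding). The authors' target score is the miRferno penalty for imperfect pairing, where 0 is perfect, and their category is a score for how the peak stands within its transcript, where 0 is the most prominent. The deposited p-value is that of the site, and the deposited corrected p-value equals the p-value divided by the window fraction (largest gap 6.16e-05), so it carries no correction for the number of sites tested. Rows were filtered by the authors, who state a p-value under 0.05 and an abundance over 4. The table held 123 rows at an abundance of exactly 4 and none below it, so the threshold was applied as at least 4. The highest p-value was 0.0338 and the highest corrected p-value 0.0483.

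No column names a library, a treatment or a time point, and 0 columns of values per library were used, so heat and control could not be compared and the planned edgeR fit of tag counts was not run. The depth of the libraries is unknown from the table, and whether tag counts were summed over libraries is not stated in the sources used here. The precision of a tag count was given as an exact Poisson 95% interval and that of a window share as a Wilson 95% interval; both cover counting error only, since PCR copies are not independent molecules.

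A family was the miRNA name up to its number, a locus the gene ID without its transcript suffix, and a site a distinct transcript and cleavage position. Where 1 site carried several rows, the highest abundance, lowest score and lowest category were used. The window and its share were those of the row with the highest abundance. Rows put together by locus or by joining sites were treated in the same way. The chromosome was read from the gene ID. Positions are those of the coding sequence, 1-based, as the table gives them; genome coordinates were not used here. Of the 62 locus IDs, 0 matched the reference names table, which follows the later assembly v2.1, so annotations are those of the authors' table. The base of the miRNA opposite the cleavage position was counted from 1 at the 5′ end of the miRNA, with that end paired to the last base of the binding site.

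Families were called conserved when they were on a list of 26 families with a known target class. Of these families, 6 were in the table, among them miR528, which the study calls monocot specific. That list, the keyword lists of gene functions and the rule for named loci were fixed before the table analysed here was opened but after the study had been read, including its selected targets and the first rows of a target list of the same kind, so they are not independent of it, and the p for recovery of known classes does not measure an independent prediction. The loci named are, per conserved family, up to 3 of its known class with the highest abundance; the 10 sites of highest abundance; up to 5 loci listed under the most families; up to 4 loci per function list; and, for the 5 other families with the most loci, the locus of highest abundance. Ties went to the lower p-value.

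Recovery of known target classes was tested by shuffling family names over the distinct family and locus combinations (one-sided). Differences of mean log2 abundance, score and window share between conserved and other families were tested by two-sided permutation of sites, exact where a group had under 10 values and the splits could be enumerated. Category 0 shares were compared with Fisher's exact test (two-sided), the sub-genome split with a Monte Carlo multinomial test against an even split, and abundance with score by Spearman and Pearson correlation with a permutation p (two-sided). The permutation and Monte Carlo tests that were not exact used 100000 resamples, for which the smallest p is 1e-05. Permutation of window shares within equal abundance, given under Other observations, used 20000. Gene numbers per sub-genome were not used as the expected split, because the reference annotation belongs to another assembly than the table. Benjamini-Hochberg values were computed over 17 tests, which include 5 chosen after the values were seen, namely 2 on scores within conserved families, 2 on the sub-genome split within each kind of family and 1 on the position of the cut. Sites and loci are not biological replicates: rows of homoeologous copies carry identical values, and neighbouring positions share a window. Sites were therefore also joined when they had the same miRNA, annotation, abundance, window and p-value or lay within 10 nt in 1 transcript, which left 40 groups from 92 sites; loci joined by the first rule are called copy sets.

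The alternatives were a p-value under 0.01, a corrected p-value under 0.05, an abundance over 4 or over 10, categories 0 and 1 only, leaving out family miR166, 1 value per locus, transcripts in place of loci, distinct annotations in place of loci, and Pearson correlation on log2 abundance. The plan named both all rows and an abundance over 4 as the primary setting; all rows were taken after the lowest abundance had been seen, and both are reported. Joined sites, 1 locus per copy set, leaving out copy sets spread over sub-genomes and leaving out the transcript with the most sites were chosen after seeing the data.

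The tests were checked on simulated data. With no effect, 7% of simulations of the abundance comparison on 92 sites gave p under 0.05, and a shift of 0.5 on the log2 scale was found in 98.5%. A Spearman correlation of 0.3 across 92 sites was found in 76% of simulations. A split with the B sub-genome at 0.5 of 61 loci was found in 66%. The simulated sites and loci were drawn independently, and the correlated values had no ties. The 92 sites here form 40 groups with shared values. The simulated rates therefore hold for independent units and do not give the error rate or power on these sites. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.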

Results

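The degradome of wheat leaves was sequenced from 24 libraries, 4 replicates each of control and heat-stressed plants at 0, 1 and 4 DAT, to find which transcripts are cut at sites paired with miRNAs. The target table used here gives 1 value per miRNA and site for the whole series, without replicates. Depth per library is unknown from it, and each abundance is a number of tags. The table held 239 pairs of a miRNA and a cleavage site, formed by 73 miRNAs of 18 families and 62 loci, each with 1 transcript. The pairs fell on 92 distinct sites. Abundance ranged from 4 to 27 tags per site with a median of 5, and 32 of the 92 sites sat at 4 tags. Counting only abundances over 4, the table held 116 pairs, 36 miRNAs of 11 families, 40 loci and 60 sites.

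Members of 6 conserved miRNA families were listed with transcripts of the classes they are known to target. Family miR156 was paired with 6 loci annotated as squamosa promoter-binding(-like) proteins, transcription factors of phase change and inflorescence development, and miR166 with 4 homeobox leucine-zipper loci, transcription factors of leaf polarity. Family miR393 was paired with 5 loci of transport inhibitor response 1 (TIR1), the F-box auxin receptor, and miR159 with 1 MYB transcription factor. Families miR398 and miR528 were each paired with 2 Cu-Zn superoxide dismutases, enzymes that remove superoxide. In all, 20 of the 28 combinations of a conserved family and a locus matched the class, against a mean of 4.39 and a maximum of 15 when family names were shuffled (one-sided permutation test, p = 1e-05, the smallest the shuffling can give; Benjamini-Hochberg adjusted p = 0.00017). At an abundance over 4 it was 11 of 16 (permutation p at the same smallest value), with no locus of the known class left for miR166 or miR528. With 1 locus per copy set 12 matched, also at the smallest p, and with distinct annotations 9 matched (permutation p = 3e-05). The classes were listed after targets that the study reports had been read, so this p is not an independent test of recovery. Only rows of families already on that list were shuffled. The table has fewer loci than the list that the study describes, and only 6 of the 26 families with a known class were in it, so the count holds for the rows used here and not for the whole list.

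**Figure D1:**
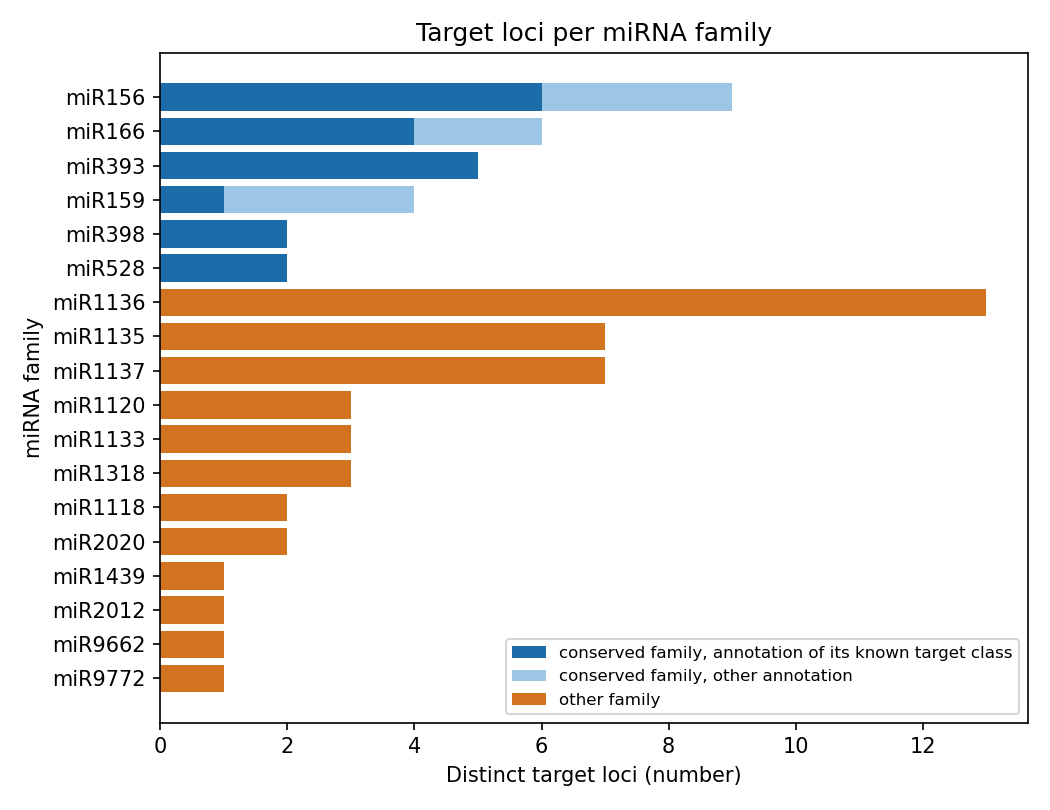
Number of distinct target loci (horizontal axis) for each of the 18 miRNA families (vertical axis). Dark blue bars are loci of the known target class of a conserved family, light blue bars its other loci, and orange bars loci of families outside the list; miR1136 had the most loci, 13, and miR393, miR398 and miR528 had loci of their known class only.

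Among the squamosa promoter-binding-like loci, TraesCS6D01G145200 on chromosome 6D had the highest abundance, 10 tags at position 738 of its coding sequence (exact Poisson 95% interval 4.80 to 18.4), which were all the tags of the window. There miR156-19-5p (TGACAGAAGAGAGTGAGCA) paired with positions 729 to 747 at a score of 1, and the cut lay opposite its base 10. The homoeologues TraesCS6A01G110100, TraesCS6B01G138400 and TraesCS6D01G098500 each had 8 tags of a window of 11 (72.7%, Wilson 95% interval 43.4 to 90.3), at position 1167 on 6A and 1161 on 6B and 6D, under 2 miRNAs of miR156; under 4 other miRNAs of the family the same positions were listed with 4 of 8 tags in category 1. These homoeologues were also listed 1 nt further on with 5 of 7 tags, and a window of 11 cannot hold both peaks. The MYB locus TraesCS3A01G336500 on 3A had 7 of 7 tags at position 1072 under miR159f-1 (CTTGGATTGAAGGGAGCTCT; score 1.5). For miR166, 18 miRNAs were listed at 1 position in each of TraesCS5A01G043400 (577) and TraesCS5B01G047200 (673), with 4 of 4 tags, and 8 miRNAs at position 590 of TraesCS1A01G157500 and TraesCS1B01G173900, with 4 of 6 tags. None of the 4 homeobox leucine-zipper loci thus had an abundance over 4.

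The TIR1 homoeologues TraesCS1A01G091300, TraesCS1B01G119100 and TraesCS1D01G099900 each had 7 of 8 tags (87.5%, interval 52.9 to 97.8) under miR393-6-5p (TTCCAAAGGGATCGCATTGAT) at a score of 3.5. Each was also listed at a position 1 nt away with 5 of 6 tags, and a window of 8 cannot hold both peaks. The 87.5% is thus the deposited share of 1 row only. The superoxide dismutase loci fell into separate pairs by family. miR398-1.2-3p was listed at TraesCS2A01G399000 and TraesCS2B01G417000 with 5 of 5 tags (score 4.5), and miR528-1.2-5p at TraesCS7A01G292100 and TraesCS7B01G197300 with 4 of 4 tags (score 5), 65 nt into the coding sequence. A count of 4 tags has an interval of 1.09 to 10.2, so these levels were not distinguishable from one another at this depth.

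The other 8 combinations of conserved families were 3 loci annotated as a low temperature and salt responsive protein (miR156-19-5p), 3 as a Nudix hydrolase-like protein (miR159f-1) and 2 under the truncated annotation Alpha-1 (miR166-8.5-3p), which were named after their values were seen. Their lowest scores per locus were higher, with a mean of 5.62 ± 0.694 (SD, n = 8 loci) against 2.35 ± 1.66 (SD, n = 20) at loci of the known class (permutation test, p = 5e-05, adjusted p = 0.000425). Counted as 3 and 12 copy sets, the means were 5.5 and 2.25 (exact permutation test, p = 0.00659). This comparison was chosen after the scores were seen. It is also uneven, since the score of a locus is the lowest over its listed miRNAs. These 8 loci had 1 miRNA each and loci of the known class up to 18, which can only lower the latter. Loci of the known class with 1 miRNA scored 1.5 (MYB), 4.5 (miR398) and 5 (miR528), against 4.5 (Alpha-1) and 6 at the others.

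The 12 families outside the conserved list accounted for 111 pairs, 34 loci and 54 sites, and held the sites of highest abundance. The leading site was at position 40 of TraesCS4B01G114400 on 4B, annotated as anthranilate synthase alpha subunit 2, which acts at the entry to tryptophan synthesis. It had 27 tags (interval 17.8 to 39.3) of a window of 55 (49.1%, interval 36.4 to 61.9), under miR1137-491-5p (TCCAAAATAGATGACTCAACT; score 0.5), opposite base 12. Further sites of this transcript lay at positions 36, 38 and 45 with 5, 13 and 4 tags, and position 45 was listed under both miR1137 and miR1439. TraesCS2A01G360000 on 2A, cysteine-rich receptor-like protein kinase 41, had 6 sites between positions 373 and 452. Its highest had 21 tags (interval 13.0 to 32.1) of a window of 30 at position 448, under miR1135-1001-5p (GAATTACTTGTCACGGAAATG; score 3.5), and miR1133-6-3p was listed at position 373 with 13 of 31 tags.

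**Figure D2:**
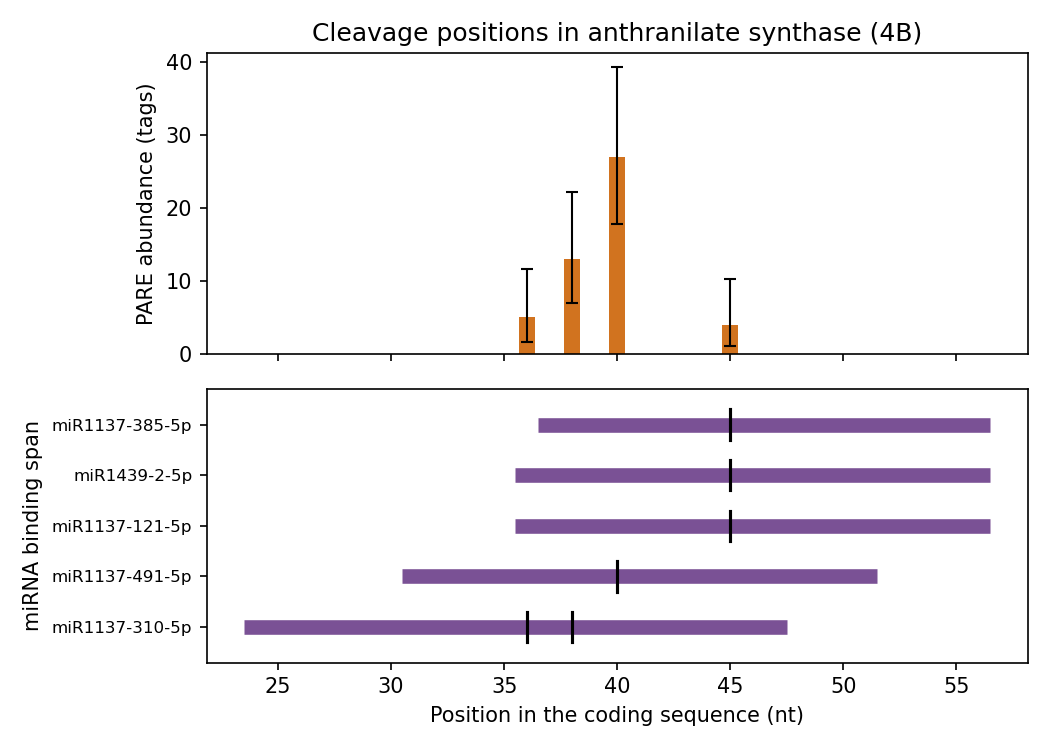
Map of the start of the anthranilate synthase coding sequence (horizontal axis, nt). Upper bars give PARE abundance in tags with exact Poisson 95% intervals, purple spans show where 5 miRNAs pair and black ticks the cleavage positions listed for each; the highest bar is 27 tags at position 40, and the spans of the 5 miRNAs overlap.

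Carboxyl-terminal-processing protease loci TraesCS7A01G228300, TraesCS7B01G191400 and TraesCS7D01G226300 had 12 of 27 tags each at position 1021 under miR1137-504-5p. Importin subunit beta-1 (TraesCS1A01G065000), a nuclear import receptor, had 12 of 22 tags at position 913 under miR1135-836-5p. The most loci belonged to miR1136, 13 in number, of which 7 were copies annotated as 30S ribosomal protein S3, each with 7 of 8 tags under miR1136-235-3p and with a bulge in the pairing. At RNA-binding protein TraesCS6B01G256600, the leading locus of miR1120, 5 of 8 tags were found. The locus listed under the most families was TraesCS5B01G215200, glucan synthase-like 10, a callose synthase gene class, with 4 families and 3 sites of 4 to 5 tags. Smad/FHA domain protein TraesCS6B01G449300 and B3 domain-containing protein TraesCS3B01G610700 were each listed under 2 families.

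By annotation, 41 of the 62 loci fell into at least 1 of the function lists. The transcription factor list had 11 loci, all under miR156, miR159 and miR166, at 4 to 10 tags, and 5 of them were left at an abundance over 4. The ubiquitin and F-box list had 9 loci under 6 families (6 loci at an abundance over 4). Among the 9 were the 5 TIR1 loci, which also made up the auxin signalling list, and F-box family protein TraesCS5B01G063100 with 7 of 15 tags. The sequence of this F-box locus paired with miR1133-6-3p was identical to that at position 373 of TraesCS2A01G360000, which is on the kinase list. The redox list held the 4 superoxide dismutases and the kinase list 3 loci, of which 2 and 1 were left at an abundance over 4, and likewise 2 and 1 at a p-value under 0.01; the kinases included TraesCS4B01G170700 and TraesCS4D01G172700 at 4 of 7 tags under miR1118. The calcium list held 3 loci under miR1318b-1, calmodulin TraesCS5B01G480300 with 6 of 6 tags at a score of 0, and the calcium-binding family proteins TraesCS5A01G467800 with 6 of 6 and TraesCS1D01G444200 with 5 of 5. For organelle gene expression, pentatricopeptide repeat-containing proteins TraesCS6A01G099100 and TraesCS6D01G083100 were listed under miR2020 and mitochondrial transcription termination factor-like TraesCS6B01G022900 under 3 miRNAs of miR9662, all with 4 of 4 tags, so 0 of these loci were left at an abundance over 4. The ribosome and translation list held the 7 copies above, all left at an abundance over 4 and none (0) at a p-value under 0.01, and the amino acid list 1 locus, anthranilate synthase. No locus matched the lists for heat shock and chaperones, nutrient transport and assimilation, disease resistance, photosynthesis and chloroplast, or transposons (0 loci each). A match rests on words of the annotation, so these counts do not show that no gene of such a function was cut. The rows used here also hold fewer loci than the study describes. No enrichment was tested, since annotations of all wheat genes were not used here.

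Counted per site, sites of conserved families had fewer tags than sites of the other families but took a larger share of their window. Neither difference held in every form. Counts were compared as deposited, although neighbouring rows did not add up and abundances of different rows need not share 1 depth (see Other observations). Mean log2 abundance was 2.32 ± 0.37 (SD, n = 38 sites) against 2.64 ± 0.65 (SD, n = 54; permutation test, p = 0.00691; adjusted p = 0.0196), that is, a mean of 5.16 against 7.02 tags. The mean window share was 78.6% ± 21.7 (SD) against 61.9% ± 24.9 (SD; permutation test, p = 0.00139; adjusted p = 0.00591). A share under 50% was found at 6 of the 38 sites and 24 of the 54. With related sites joined, into 15 and 25 groups, the abundance difference no longer passed (permutation test, p = 0.169), nor did it at a p-value under 0.01 (-0.26 on the log2 scale; permutation test, p = 0.0734), while with sites joined the window shares were 86.8% ± 19.9 and 71.6% ± 23.6 (SD; permutation test, p = 0.0437); with 1 value per locus the share difference was 8.88 percentage points (permutation test, p = 0.116). Scores did not pass the test, with means of 3.42 ± 1.97 and 3.07 ± 1.66 (SD; permutation test, p = 0.377; adjusted p = 0.478). Category 0, the most prominent class of peak, was given to 35 of 38 sites and 45 of 54 (Fisher's exact test, p = 0.347; adjusted p = 0.478).

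**Figure D3:**
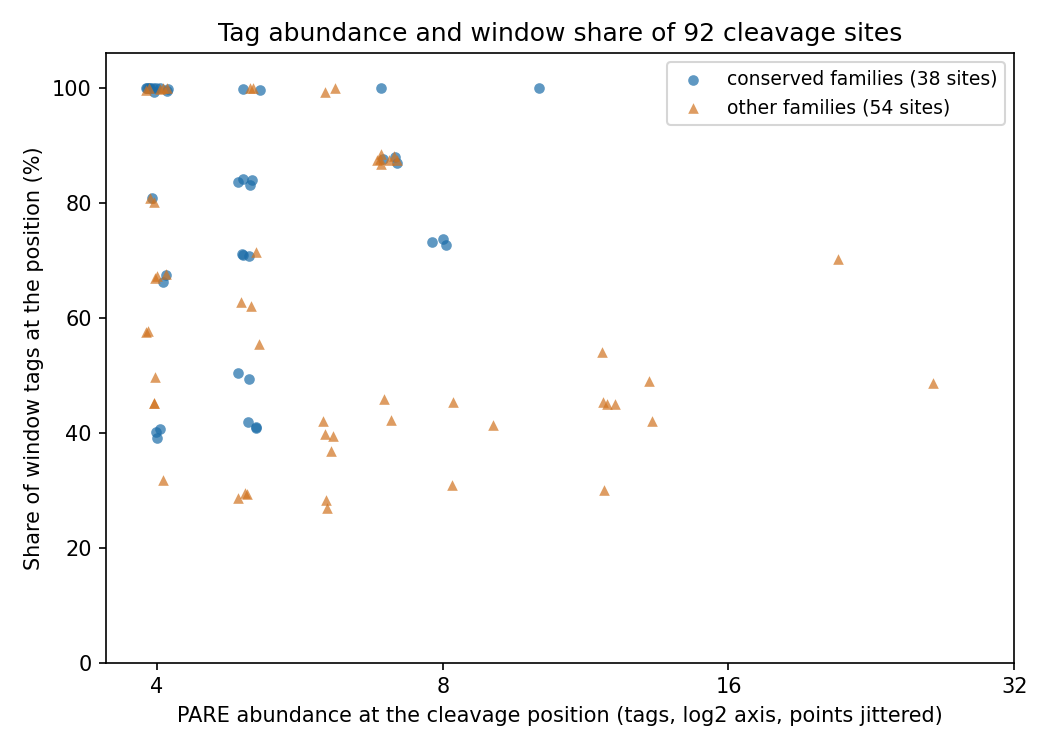
PARE abundance in tags (horizontal axis, log2 scale) against the share of window tags at the cleavage position in percent (vertical axis), 1 point per site, with small random offsets. Blue circles are the 38 sites of conserved families and orange triangles the 54 sites of other families; sites above 10 tags belong to the other families, and all but 2 of those lie at or under 50% of the window.

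No relation of abundance to score passed the test across the 92 sites, which are not independent replicates. Spearman's rho was -0.0644 (permutation p = 0.543, adjusted p = 0.577) and Pearson's r was -0.111 (permutation p = 0.298, adjusted p = 0.461). Without the 2 sites farthest from the median abundance, r was -0.0304. Abundances of different rows need not share 1 depth, which these correlations do not allow for. Within the conserved families better pairing went with more tags by Pearson's r (-0.372, permutation p = 0.0206, adjusted p = 0.05) but not by Spearman's rho (-0.24, permutation p = 0.145, adjusted p = 0.308), and r depended on the rows kept: it was -0.607 at an abundance over 4 (permutation p = 0.00314), -0.586 without miR166 (permutation p = 0.00041), -0.154 at a p-value under 0.01 (permutation p = 0.446) and -0.283 with related sites joined (permutation p = 0.328). Within the other families rho was 0.156 (permutation p = 0.258, adjusted p = 0.439) and r -0.0252 (permutation p = 0.86, adjusted p = 0.86).

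Counted over pairs, the listed position lay opposite base 10 of the miRNA in 101 of 239 (42.3%), base 11 in 69, base 12 in 59 and base 13 in 10, the last for miRNAs of 24 nt only. Pairs of conserved families lay opposite base 10 in 60.9% and those of other families in 20.7%. By site, at least 1 miRNA placed the cut opposite base 10 at 28 of 38 sites of conserved families and 18 of 54 of the others (Fisher's exact test, p = 0.000266; adjusted p = 0.00151). This comparison was chosen after the values were seen, and it did not hold in all forms. At an abundance over 4 the excess fell from 40.4 to 25.6 percentage points (Fisher's exact test, p = 0.0595). With related sites joined the counts were 12 of 15 against 15 of 25 (Fisher's exact test, p = 0.298). The count by site is also uneven, since any 1 of the miRNAs listed at a site can meet it. The 38 sites of conserved families carried 128 pairs, with up to 18 miRNAs at 1 site, and the 54 others carried 111. Joining sites does not remove this, as it adds positions to a group.

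Bread wheat is hexaploid, and the 61 loci placed on a chromosome were split as 20 on the A, 25 on the B and 16 on the D sub-genome, with no difference from an even split past the threshold (Monte Carlo multinomial test, n = 61 loci, p = 0.394; adjusted p = 0.478). The split also did not pass for loci of conserved families (12, 11 and 5; n = 28, p = 0.243, adjusted p = 0.439) or of other families (8, 14 and 11; n = 33, p = 0.463, adjusted p = 0.525). Of the 39 copy sets, 13 held over 1 locus, 36 loci in total, with identical miRNA, abundance, window and p-value, and each of these sets spanned more than 1 sub-genome. For those loci the table does not show which copy the tags came from. Among the 25 placed copy sets of a single locus, 7 were on A, 14 on B and 4 on D (Monte Carlo multinomial test, n = 25, p = 0.0409, not adjusted, chosen after seeing the data).

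Heat-stressed and control leaves could not be compared at any time point, because no value in the table belongs to a library or a treatment. No statement on heat response follows from these sites.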

Values the study reported

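The study reported 404 M reads from 24 degradome libraries, of which 370 M reads of 19–21 nt were analysed. At a p-value under 0.05 and a PARE abundance over 4, it listed 84 miRNAs with 589 target transcripts from 206 protein coding loci.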

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

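No paired analysis was possible because no column of the target table carries a library or replicate number; for the same reason the planned replicate block, DESeq2 fit and leaving out of libraries were not run, nor was the sub-genome split against annotated gene numbers, since the reference is another assembly. Joined sites, 1 locus per copy set, leaving out copy sets spread over sub-genomes and leaving out the receptor-like kinase transcript were chosen after the data were seen. Recovery of known target classes, and the lower scores at loci of the known class, stayed past the threshold under every alternative that could be computed for them. For recovery this adds little, as the classes were listed after the study was read and nearly every p was the smallest possible. For scores at a p-value under 0.01, only the 3 low temperature and salt responsive copies were left outside the known class. They carry identical values, so that form counts copies as independent. An abundance over 10 left no site of a conserved family, so no comparison of families had a value there. A corrected p-value under 0.05 removed no row and transcripts equal loci, so these 2 alternatives changed no value. Of the 204 values under the rest, 158 kept direction and side of the threshold, or stayed within 1.5 times for a count, and 46 did not. The 158 include values that an alternative could not change, such as counts of function lists that had no locus before rows were removed. They therefore overstate how stable the results were.

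With an abundance over 4, 116 pairs, 36 miRNAs, 11 families, 40 loci, 60 sites and 25 loci in a function list were left, 29.3% of pairs were cut opposite base 10, and the excess of conserved over other sites cut there was 25.6 percentage points (Fisher's exact test, p = 0.0595). With an abundance over 10 the counts were 15 pairs, 11 miRNAs, 3 families, 6 loci, 9 sites and 2 loci in a list, with 13.3% of pairs opposite base 10; fewer rows were kept by construction. With a p-value under 0.01, the log2 abundance difference, conserved minus other, was -0.26 (p = 0.0734), the score difference turned to -0.252 (p = 0.56), rho of abundance and score turned to 0.165 (p = 0.167) and r within conserved families was -0.154 (p = 0.446). With 1 value per locus, the window share difference was 8.88 points (permutation p = 0.116), the category 0 difference turned to -4.83 points (p = 0.65) and r within conserved families was -0.332 (p = 0.0858). With related sites joined, the log2 abundance difference was -0.31 (permutation p = 0.169), the category 0 difference turned to -9.33 points (p = 0.545), r within conserved families was -0.283 (p = 0.328) and the excess cut opposite base 10 was 20 points (p = 0.298). Window share in place of abundance reversed the order of the families, at 16.7 points (permutation p = 0.00139). Without copy sets spread over sub-genomes the B share was 56% (n = 25 loci, p = 0.0409). Except for the smaller tables, the cause was not tested. A count of 4 tags allows 1.09 to 10.2.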

Other observations

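The test of neighbouring counts, the comparison of miRNAs listed at the same site and the joined forms of the tests within equal abundance and without the transcript were chosen after the result was seen, and the patterns themselves were noticed in the data first. Further loci of the other families, named here after their values were seen, were Protein DETOXIFICATION TraesCS6B01G185100, of a class of efflux transporters, with 5 of 7 tags at position 1692 under miR1137-26-3p at a score of 0.5, and beta-fructofuranosidase TraesCS5B01G557400, a sucrose-cleaving enzyme, with 4 of 4 tags at position 1539 under miR1137. Category 3, the least prominent class given, was assigned to 6 sites, among them both homeobox leucine-zipper sites of 4 of 4 tags, the squamosa promoter-binding-like site of 10 of 10 tags and both pentatricopeptide repeat sites, and all 6 held 100% of their window.

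A site was listed under miRNAs of 2 families in 8 cases, 5 of them miR1135 with miR1136. A candidate explanation is that these families, taken here as repeat-type, hold overlapping sequences. The planned test does not decide: among 687 pairs of miRNAs of different families with no listed transcript in common, 23 shared 12 bases on either strand, but 21 of them on the opposite strand, which cannot pair with the same site, and leaving out pairs with a common transcript removes those that the explanation predicts. Of the 17 pairs that were listed together at a site, 10 shared 12 bases on the same strand, and miR1135-2157-5p and miR1136-1373-5p were 1 base apart over 21, yet pairing with the same target makes sequences alike in any case. Bases at which both miRNAs differ from the one that pairs with the target are free of this. For miR1135 with miR1136, with the lowest scoring pair in each of 4 transcripts, the base was the same at 5 of 6 such positions (one-sided exact binomial test against 1 in 3, p = 0.0178), at 5 of 5 without wobble pairs (exact p = 0.00412) and at 8 of 9 over all pairs (exact p = 0.000965). This is what copies of the same sequence under both names would give, though the test was chosen after the sequences were seen and the positions are few. The other 3 sites are left open. At 1 of them, miR1137-385-5p and miR1439-2-5p were equal at 20 of 20 bases, both at a score of 0, which pairing with the same target gives in any case. The 2 pairs without a common transcript that shared bases on the same strand were also of miR1137 with miR1439. No biological explanation was tested.

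Sites of other families held a lower share of their window. The transcript with the most sites is argued against as the whole cause by the size of the difference without it. That was 13.9 of 16.7 percentage points (permutation p = 0.00741), but copies count there as independent. With related sites joined the difference was 13.9 of 15.2 points and not past the threshold (permutation p = 0.0696), so that form does not decide. Higher tag abundance may contribute: within equal abundance the difference was 12.8 points (permutation p = 0.0174), but that counts copies as independent, and with related sites joined as well it was 8.17 points over 29 groups (p = 0.284), so this is left open. With related sites joined the difference was 15.2 of 16.7 points (permutation p = 0.0437, not adjusted). Taken alone, that argues against counting related sites several times as the whole cause. A joined group takes the share of its row with the most tags, however, so the measure changed too. With 1 value per locus, which keeps homoeologues apart, the difference was 8.88 points (permutation p = 0.116), so this is left open as well. No biological explanation was tested, as the design gives no group for it.

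Neighbouring rows carried counts that do not add up. At 15 of 24 pairs of positions up to 2 nt apart, 1 window was smaller than the sum of both peaks. Homoeologous copies with identical values are counted separately in both numbers. At positions 38 and 40 of anthranilate synthase, for example, peaks of 13 and 27 tags stood beside a window of 27. A single set of counts pooled over all libraries is argued against by 3 sites of the squamosa promoter-binding-like homoeologues, each listed with 2 abundances at 1 position. These 3 sites carry identical values and so amount to 1 observation. Rows may instead come from different libraries or runs, which could not be tested; abundances of different rows then need not share 1 depth.

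The table used here held 62 transcripts, and 40 at an abundance over 4. Both are lower than the number of transcripts quoted from the study above. It held 62 loci, and 40 at an abundance over 4. Both are lower than the number of loci quoted above. It held 73 miRNAs, and 36 at an abundance over 4. Both are lower than the number of miRNAs quoted above. The rows used here need not be every row of the study's list.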
